A study of Mus musculus with 4 samples.

How the data were processed

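Chromatin isolation by RNA purification followed by sequencing (ChIRP-seq) was carried out in C2C12 cells, an established mouse myoblast line that fuses into myotubes when serum is withdrawn. In ChIRP, biotinylated DNA oligonucleotides antisense to an RNA pull that RNA out of crosslinked chromatin together with the DNA it lies on. Per the labels, 2 libraries were made with probes against MUNC, a long noncoding RNA transcribed upstream of Myod1, and 2 with probes against lacZ, a bacterial sequence that serves as the negative control. The series design text places the libraries under differentiation conditions, and the tissue label of all 4 libraries is myotubes, while their source label says myoblasts. Groups and replicate numbers were taken from the sample titles. Sequencing was on an Illumina MiSeq, per the labels' protocols.

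The authors deposited 1 list of peak positions (chromosome, start and end) and 1 list of symbols of genes adjoining the peaks. Per the file headers, neither list carries a score, a fold enrichment, a p-value or a value for a single library. The labels and headers do not state the aligner, the genome build, the peak caller, its threshold, whether the lacZ libraries entered the calling, how the 2 replicates were combined, whether starts count from 0 or 1, or the rule that joined genes to peaks. The 2 lists also do not give sequencing depth. Since they hold no value for a single library, no value given here has a replicate error. Positions are printed as deposited, and width is end minus start.

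Genes came from a RefSeq gene table of the mouse assembly GRCm38.p6, matched to the listed symbols by current symbol first and then by an older symbol that belongs to 1 gene only. Because the lists name no build, no coordinate of that table is printed, and the use of the table with the peaks rests on an offset test: all peaks were moved by a fixed number of bases, from 10000 to 10000000 in either direction, and the listed genes near a peak were counted again. The table was limited to 49214 genes (21523 protein-coding) on the autosomes and X that start beyond base 3000000, which leaves out 783 entries on other sequences. The table has no strand, so the planned test of transcription starts was replaced by the distance to either end of a gene. Chosen after the data were examined were this substitution, the offset test, the count of nearest or spanning genes, the count of genes near peaks, the comparison of gene lists with the neighbours of random placements, the counts of the Otog to Myod1 interval, the relation of chromosome counts to gene density, the gene overlap of peaks of the smallest width against wider peaks, and the alternatives by peak width, by merging for close peaks and by leaving out Myod1. The other comparisons in the report were set before.

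Peak positions were compared with random placement. Each peak was moved to a uniformly drawn position on its own chromosome with its width kept, 100000 times, between base 3000000 and the end of the last gene of the chromosome. Assembly gaps inside that span and differences in mappability were not removed, since no genome sequence was used here. For these placements the two-sided permutation p-value was doubled from the smaller tail, so its smallest value was 2.0e-05. Peaks per chromosome were tested with a chi-square statistic against 100000 multinomial draws in proportion to the same spans. The p-value of this statistic was the upper tail alone, not doubled, with a smallest value of 1.0e-05. Single chromosomes were tested with exact binomial tests adjusted by Benjamini-Hochberg over 20 chromosomes. Overlap with a gene needed at least 1 base. A gene neighboured a peak when it spanned the peak midpoint or was the nearest protein-coding gene on either side, at most 1000000 bases away. Gene lists were compared with the neighbours of 10000 random placements. A list of 50 myogenic genes, written before the data were examined, was compared with the adjoining genes by Fisher's exact test. The 6 main p-values were adjusted together by Benjamini-Hochberg. Intervals on shares are 95% Wilson intervals and cover counting error only.

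The peaks and genes named in the text were set by a rule: the peaks with the highest enrichment or, with no such value in the list, the 10 widest, and any peak near Myod1 or whose adjoining gene on the authors' list is Myog, Myh3 or another gene of the myogenic list. The procedures were tested on simulated peak sets of 256 peaks with 1000 placements each. Sets without an effect fell under the 0.05 threshold in 2% to 6% of 100 sets for the 4 placement tests and in 5.6% of 500 sets for the chromosome test. Sets with a planted effect did so in 95% to 100% of 100 sets. The planted effects were not matched in size to the observed differences, and the one for gene ends was an excess rather than a shortfall. These shares therefore do not give the chance of detecting differences of the observed size. Alternatives were merging peaks less than 1000 bases apart, leaving out chromosome X, other windows, protein-coding genes only, placement over the whole genome, peaks wider than the median, and peaks without those of the smallest width. A comparison of signal between MUNC and lacZ probes, the base composition and repeat content of the peaks, and the relation of enrichment to width were not analysed here. Computations used Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.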

Results

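The study asked where on chromatin the long noncoding RNA MUNC lies in differentiating C2C12 cells. ChIRP-seq was performed with MUNC probes in 2 libraries and with lacZ probes in 2 control libraries. The processed data examined were 1 list of 256 MUNC peaks and 1 list of 410 adjoining genes. They held no value for a single library, so signal with MUNC probes was not compared with the lacZ background, and no measurement below has a replicate error. The comparisons made were between the peak positions and random positions, and between the gene list and the annotation.

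The 256 peaks covered 71892 bases in total and lay on all 19 autosomes and chromosome X. None overlapped another. Their median width was 236 bases, with quartiles of 164 and 324.5 bases and a range from 148 to 1469 bases. The distribution stopped abruptly at its lower end, with 30 peaks (11.7%) at exactly 148 bases, 7 peaks 1 base wider and 4 peaks 2 bases wider. Only 23 peaks were wider than 500 bases, and 2 were wider than 1000 bases.

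**Figure D1:**
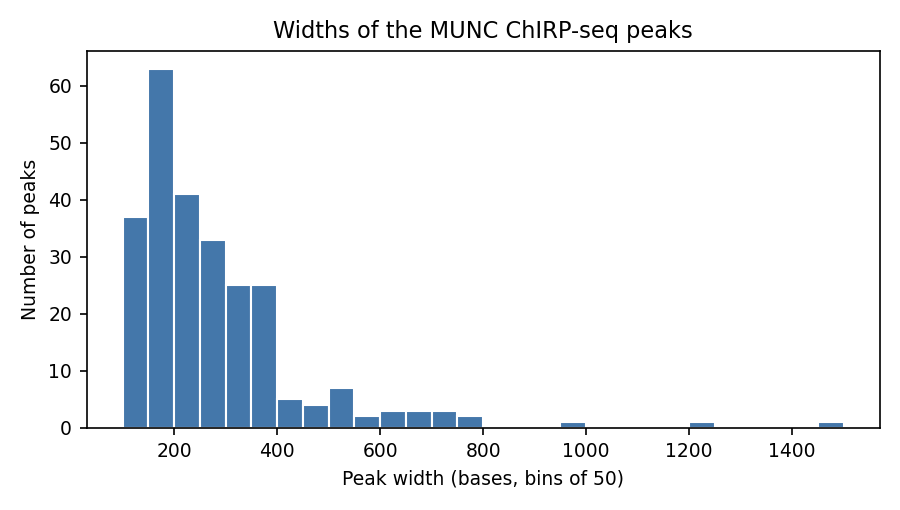
Number of MUNC peaks (y axis) by peak width in bases (x axis, bins of 50 bases) for the 256 deposited peaks. Most peaks were narrow, with a median of 236 bases, and 2 peaks exceeded 1000 bases.

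The widest peak, of 1469 bases, lay on chromosome 14 from 118546821 to 118548290 in Abcc4, which was on the authors' list. The next widest, of 1200 bases, lay on chromosome 10 from 71240334 to 71241534, between Tfam and Ube2d1, of which Tfam was listed. A peak of 989 bases on chromosome 5 from 106127799 to 106128788 was flanked by Zfp326 and Barhl2, both listed. A peak of 788 bases on chromosome 17 from 25629028 to 25629816 lay in Lmf1, and one of 753 bases on chromosome 5 from 98450226 to 98450979 lay in Cfap299, listed under its older symbol. The sixth widest, of 740 bases, lay on chromosome 7 from 46371892 to 46372632 between Otog and Myod1. The others among the 10 widest lay in Arhgap32 on chromosome 9 (732 bases), next to Ncam2 on chromosome 16 (714 bases), between Klf6 and Pitrm1 on chromosome 13 (678 bases) and in Anks1b on chromosome 10 (655 bases). Each of these 10 peaks had at least 1 listed gene among its nearest or spanning protein-coding genes.

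MUNC itself is transcribed upstream of Myod1, and its position was not compared with the peaks. The interval between Otog and Myod1, also upstream of Myod1, held a second peak of 399 bases, from 46371315 to 46371714, which ranked 33 by width. The peaks were 178 bases apart. Both Otog and Myod1 were on the authors' list. Chromosome 7 carried 7 peaks in all. After the close peaks were merged, 1 of 6 regions on the chromosome lay in this interval. Random placement gave at least that many with a binomial probability of 0.0027. The interval was delimited after these peaks were seen, so this probability is descriptive only.

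The annotation behind the gene list was examined next. Of the 410 listed symbols, 396 were current symbols in the GRCm38.p6 table, 12 were matched through an older symbol and 2 were not matched. The 408 matched genes were 399 protein-coding genes, 6 pseudogenes and 3 lncRNA genes. With the peaks placed on GRCm38.p6 as deposited, all 408 genes (100%) had a peak within 1000000 bases, 211 (51.7%, 95% Wilson interval 46.9 to 56.5) had one within 100000 bases and 101 (24.8%) overlapped one. Moving every peak by 1000000 bases upward lowered the share within 1000000 bases to 69.4% and the share within 100000 bases to 5.15%. A shift of 100000 bases lowered the share overlapping a peak to 15.2% (upward) and 16.2% (downward), whereas shifts of 10000 bases gave 25.5% and 24.5%. The match was thus sensitive to a common offset of 100000 bases but not to one of 10000 bases, so results that turn on shorter distances, including overlap with a gene, rest on the assumed assembly. Since the list was derived from these peaks, its closeness to them tests the coordinates and not the binding.

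**Figure D2:**
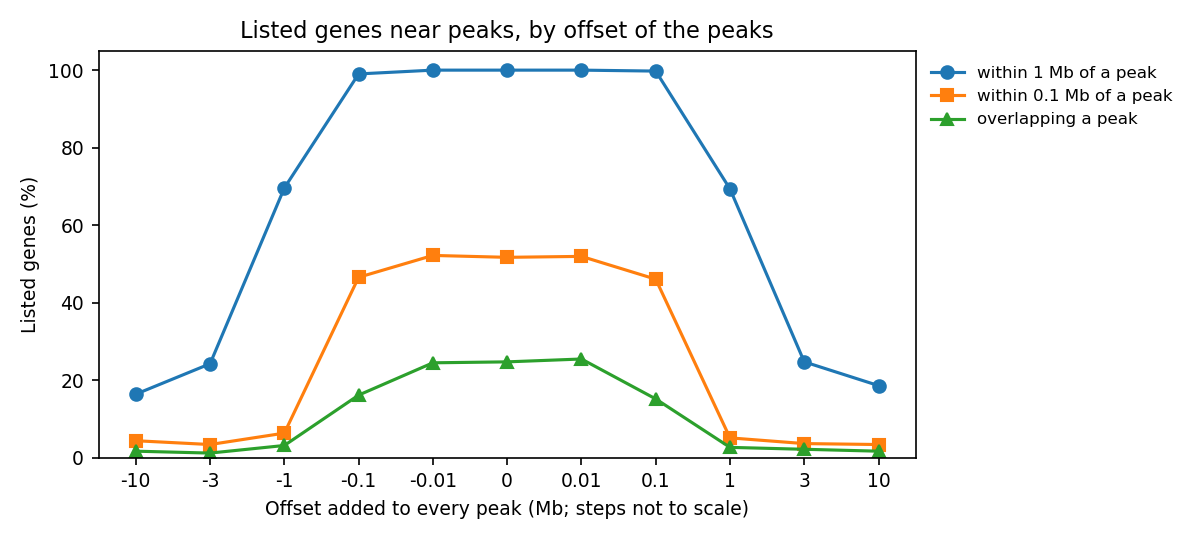
Percent of the 408 matched adjoining genes (y axis) within 1 Mb of a peak, within 0.1 Mb of a peak or overlapping a peak, after an offset in Mb (x axis, steps not to scale) was added to every peak position. Without an offset 100%, 51.7% and 24.8% of the genes met the 3 criteria, and at an offset of 1 Mb or more in either direction each share was lower.

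Nearest or spanning protein-coding genes of the peaks numbered 515, and 381 of the 408 matched genes (93.4%) were among them. The 6 pseudogenes and 3 lncRNA genes of the list could not be among them, since this set held protein-coding genes only. For 13 peaks no listed gene lay within 1000000 bases.

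Of the myogenic genes, 49 were in the protein-coding background of 21523 genes, and 1 of them, Myod1, was among the 399 listed protein-coding genes, where 0.908 were expected (odds ratio 1.10, two-sided Fisher's exact p = 0.60). Myog and Myh3 were not listed. Among the 515 nearest or spanning genes there were 3 myogenic genes, against a mean of 1.13 for random placements (permutation p = 0.21). Besides Myod1 these were Dmd, which spanned a peak of 190 bases on chromosome X from 84097022 to 84097212, and Chrna1, the neighbour of a peak of 253 bases in Wipf1 on chromosome 2 from 73512692 to 73512945. Neither Dmd nor Chrna1 was on the authors' list, and both were singled out after their values were seen.

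The peaks were unevenly spread over the chromosomes relative to chromosome length (chi-square statistic 33.6 against a mean of 18.98 under random placement, permutation p = 0.020). The adjusted value over the 6 main tests was 0.061, above the 0.05 threshold. Chromosome 18 carried 17 peaks where 8.72 were expected, a ratio of 1.95, and chromosome 10 carried 22 where 12.7 were expected, a ratio of 1.73. The raw exact binomial p-values of these chromosomes were 0.0087 and 0.013, and both had an adjusted p of 0.13 over the 20 chromosomes. Chromosome 7 had the lowest ratio, 0.494, with 7 peaks where 14.2 were expected (exact binomial p = 0.054, adjusted p = 0.34). No single chromosome departed from its length after adjustment. Among the 126 peaks wider than the median, the chi-square statistic was 16.8 against a random mean of 18.97 (permutation p = 0.60). On the autosomes alone it was 29.9 against a random mean of 17.97 (permutation p = 0.038, unadjusted). With close peaks merged it was 34.4 against a random mean of 18.97 (permutation p = 0.017, unadjusted).

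**Figure D3:**
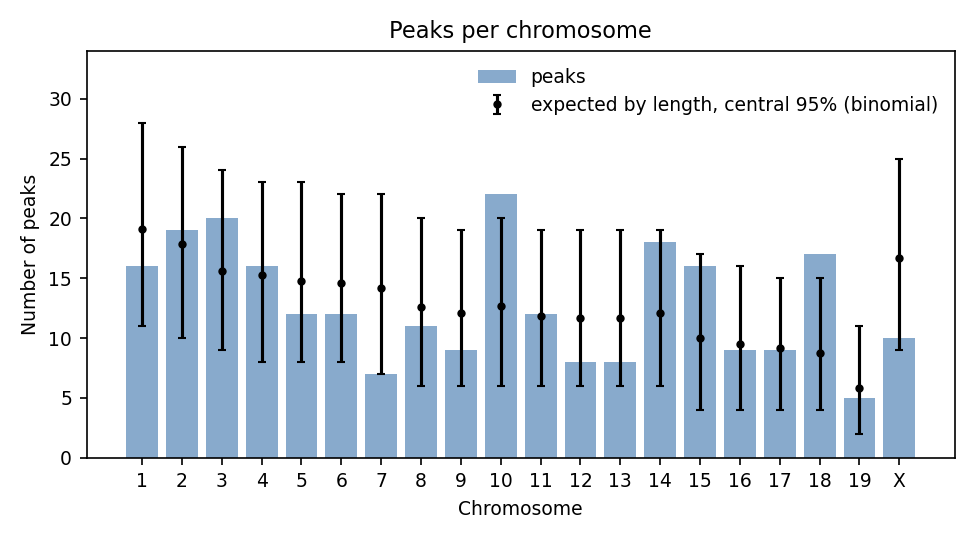
Number of peaks (bars, y axis) on each chromosome (x axis), with the number expected from chromosome length (points) and the central 95% of the binomial distribution around it (vertical lines). Chromosomes 10 (22 peaks) and 18 (17 peaks) lay above that range before adjustment for 20 comparisons.

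Annotated genes overlapped 130 of the 256 peaks (50.8%, 95% Wilson interval 44.7 to 56.8). Random placement on the same chromosomes gave 48.8% ± 3.10 (SD of the placements), and the difference was within that spread (permutation p = 0.56, adjusted p = 0.60). For protein-coding genes the count was 109 peaks, or 42.6%, against 40.3% under random placement (permutation p = 0.49). Within 5000 bases of either end of a gene lay 18.4% of the peaks, against 23.1% ± 2.63 under random placement, a difference that did not pass the threshold (permutation p = 0.080, adjusted p = 0.16). This result depended on the window. Within 1000 bases the direction changed, with 6.25% of the peaks against 6.15% of random positions (permutation p = 1), and within 50000 bases the difference passed the threshold, with 69.1% against 75.2% (permutation p = 0.033).

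The surroundings of the peaks held fewer genes than random positions. On average 6.67 protein-coding genes lay within 500000 bases of a peak midpoint, against 8.55 ± 0.590 (SD of the placements) at random positions on the same chromosomes. This difference exceeded the spread of the placements (permutation p = 0.00064, adjusted p = 0.0038). Among the peaks wider than the median, the alternative with the largest p-value, the means were 6.98 and 8.71 (permutation p = 0.032). Assembly gaps and regions where reads map poorly were not removed from the random positions.

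**Figure D4:**
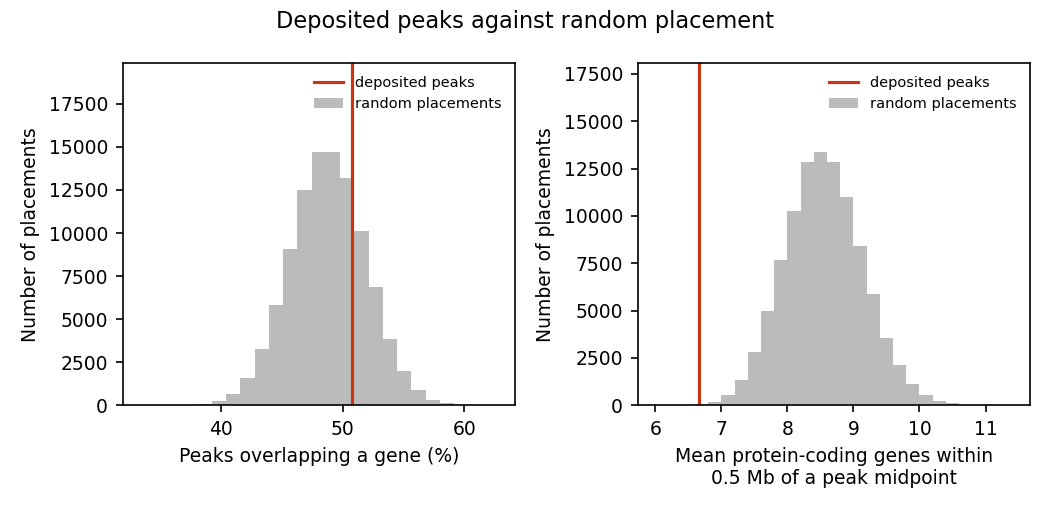
Distribution of 100000 random placements (grey bars, y axis: number of placements) for the percent of peaks overlapping a gene (left) and the mean number of protein-coding genes within 0.5 Mb of a peak midpoint (right), with the deposited peaks as a red line. The deposited value of 50.8% lay inside the left distribution, and the value of 6.67 genes lay below the bulk of the right one.

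Peaks with another peak within 100000 bases numbered 10, against a mean of 5.28 under random placement, a difference that did not pass the threshold (permutation p = 0.24, adjusted p = 0.36). Within 10000 bases there were 8 such peaks against a mean of 0.535 (permutation p = 0.00036). These 8 formed 4 pairs with gaps of 178 bases on chromosome 7, 274 bases on chromosome 3, 311 bases on chromosome 14 and 570 bases on chromosome 9. The pair on chromosome 7 was the one between Otog and Myod1, and the pair on chromosome 14 included the widest peak.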

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

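Across 8 results, 33 alternatives were computed, of which 20 left the result on the same side of the threshold on the unadjusted p-value with the same direction, or within the range set for values without a test. The lower number of genes around the peaks kept its direction and stayed past the 0.05 threshold under all 7 of its alternatives, with permutation p-values from 0.00022 (placement over the whole genome) to 0.032 (peaks wider than the median). All 7 were chosen after the data were examined.

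Restricting the list to peaks wider than the median left 126 peaks. There the spread over chromosomes, whose unadjusted permutation p was 0.020 for all peaks, had a chi-square statistic of 16.8, below its random mean of 18.97 (permutation p = 0.60), the share overlapping a gene moved to 47.6%, below its random mean of 49.0% (permutation p = 0.82), and the number of peaks with another within 100000 bases was 6, now past the threshold (permutation p = 0.042). These 6 peaks were the pairs on chromosomes 7, 3 and 9 with gaps of 178, 274 and 570 bases. Their count therefore reflects spacing under 1000 bases. The cause of the changes in the chromosome spread and in gene overlap was not tested. Merging peaks less than 1000 bases apart left 252 peaks, of which 2 had another within 100000 bases, below the random mean of 5.13. The spread over chromosomes stayed past the unadjusted threshold after this merging (chi-square statistic 34.4, permutation p = 0.017). It also did so on the autosomes alone (chi-square statistic 29.9, permutation p = 0.038).

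The window changed several results. Peaks with another peak nearby numbered 8 within 10000 bases, past the threshold, and 47 within 1000000 bases, slightly below the random mean of 47.9. For the ends of genes, the share within 1000 bases was 6.25%, barely on the other side of the random mean of 6.15% (permutation p = 1). Within 50000 bases the share was 69.1%, past the threshold. The share of listed genes near a peak was 24.8% by overlap, 31.1% within 10000 bases and 100% within 1000000 bases, which follows from the width of the window. With Myod1 left out, 0 myogenic genes were listed where 0.888 were expected (Fisher's exact p = 1). Myod1 was the only listed myogenic gene, so this count was fixed in advance and nothing is concluded from it.

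No paired analysis was possible because the deposited lists hold no value for a single library, so neither the replicate numbers nor leaving out a replicate entered any result. For the same reason the comparison of MUNC with lacZ signal was not run. The stricter threshold on enrichment and the relation of enrichment to width were not run because the peak list has no score. Tests of transcription starts, base composition and repeats were not run because the gene table has no strand and no genome sequence was used here. Since the lists do not give sequencing depth, the number of weaker sites missing from the list was not estimated.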

Other observations

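All tests in this part were chosen after the deposited lists had been seen; those of the chromosome counts and of the Otog to Myod1 interval were also written after the pattern itself was seen.

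The genes adjoining the peaks were long. The median length of the listed protein-coding genes was 55678 bases, against 17374 bases for all protein-coding genes. A candidate explanation is that assigning genes by position favours long genes and genes in wide intergenic stretches. The nearest or spanning protein-coding genes of the deposited peaks had a median length of 49145 bases, and those of 10000 random placements had a mean of 45062 bases with a central 95% from 37340 to 54519 bases (permutation p = 0.36). The length of the nearest or spanning genes was thus within the range of random positions, which is consistent with this explanation for that set. The listed genes were joined to peaks by a rule that is not stated, and their median lay above that range, so the explanation was not tested for the listed genes themselves. No biological explanation was tested.

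The low number of genes around the peaks might have come from the chromosomes the peaks fall on. The comparison in the report already kept each peak on its chromosome (permutation p = 0.00064), so it leaves out this explanation by its design and is not a separate test of the pattern. Random positions on the same chromosomes had a mean of 8.55 genes and random positions over the whole genome one of 8.76, against 6.67 for the peaks. Base composition, mappability and assembly gaps could produce the same pattern and were not tested, and the pattern cannot be told apart from them. Whether reads of the lacZ libraries share this preference for gene-poor regions was not tested.

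The chromosome counts were set against gene density, since a gene-poor preference could also act between chromosomes. Over 20 chromosomes, peaks per megabase and protein-coding genes per megabase had a Pearson r of -0.287 (permutation p = 0.22, adjusted 0.44) and a Spearman rho of -0.027 (permutation p = 0.91, adjusted 0.91). Without chromosomes 7 and 11, the farthest from the median gene density, r was -0.161 (permutation p = 0.53). No relation was detected, and the size of relation that 20 chromosomes can show was not tested, so gene density of the chromosome remains open as an explanation. Copy number of the chromosomes in this cell line was not tested.

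The 2 peaks between Otog and Myod1 lie upstream of Myod1. MUNC is also transcribed upstream of Myod1, but its position was not compared with those of the 2 peaks. Their presence may reflect MUNC RNA at its own locus, or probes that bind the DNA of the gene they were designed on, which lacZ probes would not control for. Random placement gave a region there with a binomial probability of 0.0027 after merging, which both explanations predict, so the test does not separate them.

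The 4 pairs of peaks less than 1000 bases apart may each be 1 bound region split into 2 calls. After merging, 2 peaks had another within 100000 bases (permutation p = 0.54). Merging removes the close pairs by construction, so this result cannot separate split calls from separate sites. Among the 10 widest peaks, those on chromosomes 7, 9 and 14 with widths of 740, 732 and 1469 bases belong to such pairs.

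The 30 peaks at the smallest width of 148 bases could be weak calls at a minimum length set in peak calling. Of these, 17 (56.7%) overlapped a gene, against 113 of the 226 wider peaks (50%), a difference not past the threshold (Fisher's exact p = 0.56). Without a score per peak this does not tell weak from strong calls.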
